# Gamma-Aminobutyric Acid Increases Erythropoietin by Activation of Citrate Cycle and Stimulation of Hypoxia-Inducible Factors Expression in Rats

**DOI:** 10.3390/biom10040595

**Published:** 2020-04-12

**Authors:** Keun-Tae Park, Jong-Kwon Han, Seong Jin Kim, Young-Hee Lim

**Keywords:** gamma-aminobutyric acid, erythropoietin, erythropoietin receptor, hypoxia-inducible factor, anemia

## Abstract

Erythropoietin (EPO) is the primary regulator of erythropoiesis in the mammalian fetus and adult. Deficiency of EPO induces anemia. In this study, we investigated the effect of gamma-aminobutyric acid (GABA) on serum EPO levels and erythropoiesis in rats. Expression levels of *Epo*-related genes were measured by quantitative real-time PCR (qPCR) and expression of Epo and Epo receptor (Epor) proteins were measured by immunohistochemistry. The gene and protein expression profiles of kidney tissue in GABA-treated rats were evaluated by ribonucleic acid (RNA) sequencing and two-dimensional electrophoresis (2-DE), respectively. GABA significantly increased serum EPO levels and expression levels of Epo and Epor. GABA increased expression levels of hypoxia-inducible factor (Hif)-1 and Hif-2. Seven proteins with expression levels showing >2-fold change were identified by 2-DE followed by MALDI-TOF MS in GABA-treated rat kidney. The top KEGG pathway from the identified proteins was the tricarboxylic acid cycle, and nicotinamide adenine dinucleotide (NADH) dehydrogenase, succinate dehydrogenase, and isocitrate dehydrogenase were identified as key proteins. GABA treatment significantly increased ATP levels and NADH dehydrogenase activity in a dose-dependent manner. In conclusion, GABA shows a new physiological role in EPO production, and it can thus can contribute to the prevention of anemia when used alone or in combination with other anemia treating drugs.

## 1. Introduction

Gamma-aminobutyric acid (GABA) is a ubiquitous non-protein amino acid and its presence has been shown in bacteria, plants, and vertebrates [1,2,3,4]. It is produced by decarboxylation of glutamate by the enzyme glutamate decarboxylase and is metabolized by transamination via the catalyzing effects of GABA transaminase to yield succinic semialdehyde or succinic acid [5,6]. GABA is defined as an inhibitory neurotransmitter in the central nervous system [7] and has various positive effects on mammalian physiology, including reducing blood pressure, relieving anxiety, and enhancing immunity [8,9,10,11]. 

The hormone erythropoietin (EPO) stimulates erythropoiesis, namely the process of red blood cell (RBC) production in the bone marrow [12]. EPO is a hematopoietic growth factor that generally supports proliferation and differentiation of erythroid cells through interaction with the EPO receptor (EPOR) [13,14]. The liver is the main organ of EPO production in the fetus, while the kidney is the predominant organ for EPO production in adults [15]. Approximately 90% of systemic EPO in adults is produced by peritubular interstitial fibroblasts in the renal cortex and outer medulla of renal tissue [16]. *Epo* gene expression in response to reduced oxygen tension is controlled by the heterodimeric transcription factors, hypoxia-inducible factor (Hif), specifically Hif-1α and Hif-2α. Hif-2α has a more critical effect on *Epo* expression than Hif-1α under physiological and hypoxic conditions in adults. Moreover, Hif-1α and Hif-2α have different physiological roles: for example, renal cancer cell growth is retarded and enhanced by Hif-1α and Hif-2α, respectively [17]. 

Anemia with chronic kidney disease shows decreased production of EPO [18]. Diseased kidneys do not release sufficient amounts of EPO, which may consequently lead to anemia, which is universal in end-stage renal disease [19]. Exogenous recombinant human EPO is widely used for the treatment of anemia and generally has a good safety profile. Some potential acute side effects include transient flu-like symptoms, rash at the injection region, and headache, which are normally reported as mild and disappear within a few hours. However, long periods of recombinant EPO treatment can result in cardiovascular diseases including hypertension, polycythemia, stroke, and seizures [20,21,22], with hypertension being the most common [23]. Recombinant human EPO treatment for managing anemia can therefore be costly, have undesired side effects, and be painful to the patients. 

Endogenous EPO produced in the body has a positive effect on various diseases such as nerve cell protection, chronic ocular hypertension, and juvenile chronic arthritis [24,25]. EPO levels in diabetic chronic kidney disease also serve as an indicator for predicting mortality, and increasing endogenous EPO levels is effective in the treatment of anemia in patients with chronic kidney disease [26]. Furthermore, EPO levels predict the mortality rate of patients with heart failure, and consistently elevated EPO levels have independent prognostic value [27,28]. In our preliminary experiment, we found that GABA increases the absorption of organic iron in mice with iron deficiency anemia. Co-treatment by GABA and piperine induces *Epo* and *Epor* genes in kidney cells through p38/c-JUN N-terminal kinase (JNK) mitogen-activated protein kinase (MAPK) activation [29]. Thus, we hypothesized that GABA treatment may improve anemia and increases endogenous EPO levels that stimulates erythropoiesis. To confirm the hypothesis, we investigated the effect of GABA administration on EPO levels and hematological parameter. We investigated expression levels of genes involved in erythropoiesis in rats, and identified proteins involved in EPO production by GABA. We also analyzed a network of identified proteins and found that GABA induces a hypoxic environment, which activates Hif resulted in the increase of EPO production.

## 2. Materials and Methods

### 2.1. Animals

Sprague–Dawley rats (five-week-old, male) were purchased from Koatech (Pyungtaek, Korea). Animals were acclimated for one week under 12 h light and 12 h dark conditions in a room at constant temperature (20 ± 2 °C) and humidity (50 ± 5%). Animals were fed a standard diet (Harlan Diet 2018S; Harlan Laboratories, Madison, WI, USA) with drinking water provided freely. The drinking water was changed every day. All experimental procedures were approved by the Korea University Institutional Animal Care and Use Committee (Approval No.: KUIACUC-2016-148), and animals were maintained in accordance with the Guide for the Care and Use of Laboratory Animals (NIH Publication No. 85-23, 1996). After a week of adaptation, rats were randomly divided into 4 groups (*n* = 8 per group), and the groups treated with 50, 100, or 200 ppm GABA for 3 weeks (Sigma-Aldrich, St. Louis, MO, USA), designated G50, G100, and G200, respectively. GABA was supplied via water. Clinical signs were monitored every 12 h. 

### 2.2. Blood Analysis

Blood samples were collected by cardiac puncture under carbon dioxide gas anesthesia. Blood cell counts and serum EPO concentration were determined at the end of the trial (day 21). Whole blood was collected in vacutainer tubes (Becton Dickinson, Franklin Lakes, NJ, USA) coated with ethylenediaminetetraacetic acid (EDTA) anticoagulant. White blood cell (WBC), lymphocyte, monocyte, neutrophil, eosinophil, basophil, RBC, hemoglobin (Hb), hematocrit (Hct), mean corpuscular volume (MCV), mean corpuscular hemoglobin (MCH), and platelets (PLT) concentrations were measured using an automatic blood cell counter (Cell counter analyzer, MS9-5V; Melet Schloesing Laboratoires, Osny, France). Whole blood samples were analyzed within 5 h. The remaining blood was collected in plain vacutainer tube (Becton Dickinson, Franklin Lakes, NJ, USA), and the serum separated by centrifugation (4000 rpm, 10 min). Serum EPO was measured using a rat EPO enzyme-linked immunosorbent assay (ELISA) kit (Cusabio, Houston, TX, USA). All serum samples were stored at −80 °C until analysis. Serum creatinine was determined using the hexokinase enzyme method using an AU680 automated chemistry analyzer (Beckman Coulter Inc., Pasadena, CA, USA).

### 2.3. Quantitative Real-Time Polymerase Chain Reaction and Data Analysis in Rat Kidney 

Total ribonucleic acid (RNA) was extracted using Trizol reagent (Gibco BRL, Gaithersburg, MD, USA) according to the protocol of the manufacturer. Approximately 10 mg of renal cortex tissue was thawed and homogenized in 1 mL Trizol reagent. Concentration of RNA was quantified with a Nanodrop spectrophotometer (DS-11+; DeNovix Inc., Wilmington, DE, USA). Next, cDNA was prepared using a cDNA synthesis kit (Thermo Fisher Scientific, Waltham, MA, USA). Quantitative real-time polymerase chain reaction (qPCR) was performed using a RT-qPCR kit (Thermo Fisher Scientific, Waltham, MA, USA) and a StepOne Plus Real-time PCR system (Thermo Fisher Scientific, Waltham, MA, USA). Primer specific sequences are listed in Table 1. Reactions were preheated for 10 min at 95 °C followed by 40 cycles at 95 °C for 20 s, 60 °C for 20 s, and 72 °C for 20 s. qPCR data were quantified based on the number of cycles needed for amplification-generated fluorescence to reach a specific threshold of detection (Ct value). Relative gene expression was quantified on the basis of equal amounts of RNA (1 μg) and average Ct values for each gene. Delta Ct (ΔCt = Ct_target gene_ − Ct_reference gene_) was calculated using Ct values for genes in the same sample. Actin was used as the internal reference control gene. ΔΔCt value was calculated with the following equation: ΔΔCt = (ΔCt_treated_ − ΔCt_untreated_). Normalized expression change was expressed as 2^−ΔΔCt^ (actin control was set to 1) [30].

### 2.4. Histological Analysis

Kidney tissue was surgically removed, fixed in 10% paraformaldehyde, and then 5 μm paraffin sections were prepared. Hematoxylin–eosin (H&E) staining was used to observe general histopathological changes in tissue. Kidney biopsies were fixed in 4% paraformaldehyde (Sigma–Aldrich, St. Louis, MO, USA) for immunohistochemistry. Paraffin-embedded 3-µm-thick sections were cut, mounted on POLYSINE Slides (Thermo Fisher Scientific, Waltham, MA, USA), de-waxed in xylene, and then gradually dehydrated in 70%, 80%, 90%, and 100% ethanol for 5 min each. Antigen retrieval was performed by boiling in sodium citrate buffer (10 mM sodium citrate and 0.05% Tween 20, pH 6.0). Sections were blocked for 30 min with phosphate buffered saline (PBS) containing 1% horse serum (Sigma-Aldrich, St. Louis, MO, USA), and then incubated overnight at 4 °C with anti-Epo (1:200; rabbit polyclonal IgG N-19, sc-1310) and anti-Epor (1:200; goat polyclonal IgG H-194, sc-5624) (Santa Cruz Biotechnology, Dallas, TX, USA) antibodies. For Hif immunohistochemistry, anti-Hif-1α (1:200; rabbit polyclonal IgG, NB100-479) and anti-Hif-2α (1:100; rabbit polyclonal IgG, NB100-122) (Novus Biological, Centennial, CO, USA) were used as primary antibodies. Sections were rinsed three times in PBS and incubated for 1 h at room temperature with Alexa Fluor 488-conjugated goat anti-rabbit IgG (H+L) (1:1000; A27034) and Alexa Fluor 594-conjugated rabbit anti-goat IgG (H+L) secondary antibodies (1:1000; A27016) (Invitrogen, Carlsbad, CA, USA) for anti-Epo and anti-Epor, respectively. Goat anti-rabbit IgG (H+L) Alexa Fluor 488-conjugated antibody (1:200; A-11008) (Thermo Fisher Scientific, Waltham, MA, USA) was used as a secondary antibody for anti-Hif-1α and anti-Hif-2α. After further rinsing, nuclei were counterstained with 4′,6-diamidino-2-phenylindole (DAPI) (1:10,000, Thermo Fisher Scientific, Waltham, MA, USA) in PBS. Images were captured using a confocal microscope with a FV1000 Fluoview camera (Olympus, Tokyo, Japan). Relative intensity was measured using ImageJ.

### 2.5. RNA Microarray

Total RNA was extracted using Trizol reagent (Gibco BRL, Gaithersburg, MD, USA) according to the manufacturer’s protocol. Dissolved RNA was further treated with RNase-free DNase to digest contaminated genomic DNA, and then purified using Qiaquick Rneasy Mini kit (Qiagen, Valencia, CA, USA) according to the manufacturer’s instructions. Eluted RNA was quantified using a ND-1000 spectrophotometer (NanoDrop Technologies, Inc., Wilmington, DE, USA). RNA quality was verified using 1% agarose denaturing gels and an Agilent 2100 Bio-analyzer (Agilent Technologies, Santa Clara, CA, USA). For control and test RNAs, synthesis of target cRNA probes and hybridization were performed using Agilent’s Low RNA Input Linear Amplification kit (Agilent Technologies, Santa Clara, CA, USA) according to the manufacturer’s instructions. Amplified and labeled cRNA was purified on RNase mini columns (Qiagen, Valencia, CA, USA) according to the manufacturer’s protocol. Labeled cRNA targets were quantified using a ND-1000 spectrophotometer (NanoDrop Technologies, Inc., Wilmington, DE, USA). Arrays were hybridized at 65 °C for 17 h using an Agilent Hybridization oven (Agilent Technologies, Santa Clara, CA, USA). Hybridized microarrays were washed using the manufacturer’s washing protocol (Agilent Technologies, Santa Clara, CA, USA). Fluorescence images of the hybridized arrays were generated using the Agilent DNA Microarray Scanner, and intensities were extracted using Agilent Feature Extraction software ver. 10.7.3.1. Average fluorescence intensity was calculated for each spot and the local background subtracted. All data normalization and selection of fold-changed genes were performed using GeneSpring GX 7.3.1 (Agilent Technologies, Santa Clara, CA, USA). Differentially expressed genes were identified using a single *t*-test that assumes unequal variance between groups. The criterion for identification of significant genes was a value of *p* < 0.05. RNA sequencing data have been deposited in NCBI’s Gene Expression Omnibus (GEO) database (accession code: GSE146299). For pie char and Venn diagram, the ExDEGA software (Excel based Differentially Expressed Gene Analysis, ebiogen, Seoul, Korea), which is an analysis tool that facilitates the analysis of numerous data from microarray according to classified Gene Ontology (GO) terms, was used. The genes with a *p*-value < 0.05 and a fold change of 2.0 compared with the negative control were defined as significantly changed genes.

### 2.6. Two-Dimensional Electrophoresis

Isolated kidney tissue was directly homogenized using a motor-driven homogenizer (PowerGen 125; Fisher Scientific, Hampton, NH, USA) in sample lysis solution composed of 7 M urea and 2 M thiourea containing 4% (*w*/*v*) 3-3[(3-cholamidopropyl) dimethylammoniol]-1-benzamidine. Proteins were extracted for 1 h at room temperature by vortexing. After centrifugation at 15,000× *g* for 1 h at 15 °C, insoluble material was discarded, and the soluble fraction used for two-dimensional gel electrophoresis (2DE) protein concentration was assayed by the Bradford method [31]. Immobilized pH gradient (IPG) dry strips (4–10 NL IPG, 24 cm; Genomine, Pohang, Korea) were equilibrated for 12 to 16 h with 7 M urea and 2 M thiourea containing 2% 3-[(3-cholamidopropyl) dimethylammonio]-1-propanesulfonate (CHAPS), 1% dithiothreitol (DTT), and 1% pharmalyte, and loaded with 200 μg of protein. Isoelectric focusing (IEF) was performed at 20 °C using a Multiphor II electrophoresis unit and EPS 3500 XL power supply (Amersham Biosciences, Piscataway, NJ, USA), following the instructions of the manufacturer. During IEF, the voltage was linearly increased over 3 h from 150 to 3500 V for sample entry, followed by a constant 3500 V, with focusing complete after 96 kVh. Prior to the second dimension, strips were incubated for 10 min in equilibration buffer (50 mM Tris-Cl, pH 6.8 containing 6 M urea, 2% sodium dodecyl sulfate (SDS), and 30% glycerol), first with 1% DTT and second with 2.5% iodoacetamide. Equilibrated strips were inserted onto sodium dodecyl sulphate–polyacrylamide gel electrophoresis (SDS-PAGE) gels (20 × 24 cm, 10%–16%). SDS-PAGE was performed using the Hoefer DALT 2DE system (Amersham Bioscience, Piscataway, NJ, USA) following the instructions of the manufacturer. 2DE gels were run at 20 °C for 1700 Vh, and then silver stained (but without fixing and glutaraldehyde sensitization). Quantitative analysis of digitized images was performed using PDQuest software (version 7.0; Bio-Rad, Hercules, CA, USA), according to the protocols of the manufacturer. The quantity of each spot was normalized by total valid spot intensity. Protein spots expressed over two-fold in expression levels compared with controls from the normal sample were selected. The NCBInr database was searched using Mascot software, and identified spots were mapped onto gels stained with Coomassie brilliant blue. For protein identification, protein spots were excised, digested with trypsin (Promega, Madison, WI, USA), mixed with α-cyano-4-hydroxycinnamic acid (CHCA) in 50% acetonitrile (ACN)/0.1% trifluoroacetic acid (TFA), then subjected to matrix assisted laser desorption ionization–time of flight–mass spectrometry (MALDI-TOF-MS) analysis (Ettan MALDI-TOF; Amersham Bioscience, Piscataway, NJ, USA), as described previously [32]. 

### 2.7. Protein Data Bioinformatics Analysis

Differentially expressed proteins were subjected to GO analysis, pathway enrichment, and protein–protein interaction (PPI) analysis. GO analysis was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID) and included biological processes (BP), cell components (CC), and molecular functions (MF). Pathway enrichment was performed using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database, with significant pathways analyzed. Based on interactions among pathways in the KEGG database, PPI were built using the Search Tool for Retrieval of Interacting Genes/Protein (STRING) database. 

### 2.8. ATP Measurement and NADH Dehydrogenase Assay in Mitochondria

Intact mitochondria were immediately isolated from the kidney by differential centrifugation using a Mitochondria Isolation kit (Thermo Fisher Scientific, Waltham, MA, USA). The pellet was re-suspended in PBS, and freshly isolated mitochondria immediately used for analysis of ATP content. Mitochondrial protein concentration was determined using the Bradford method. Mitochondrial ATP content was measured by a luminescence assay using the ATPlite ATP detection system (Perkin-Elmer, Waltham, MA, USA). For the NADH dehydrogenase activity assay, mitochondria were isolated, as described above, with contamination from cytosolic dehydrogenase prevented. Mitochondrial NADH dehydrogenase activity was measured using a mitochondrial complex I activity assay kit (BioVision, Milpitas, CA, USA).

### 2.9. Statistical Analysis

Statistical analysis was performed with SPSS 12.0 (IBM Corporation, Armonk, NY, USA). Results were expressed as mean ± standard deviation (SD) of three independent experiments. Statistical significance of differences was determined by Student’s *t*-test. A level of *p* < 0.05 was considered significant.

## 3. Results

### 3.1. Growth Performance

The effect of GABA supplementation on weight gain, food intake, and food conversion rate was investigated in rats that initially weighed an average of 175 g (Table 2). Rats consumed 17.6 to 18.3 g of diet per day and gained 117.9 to 119.6 g of body weight in 3 weeks. There were no significant differences in these parameters among groups.

### 3.2. Serum Erythropoietin

EPO levels in GABA-treated groups significantly increased compared with negative controls (Table 3). Administration of GABA for 3 weeks at concentrations of 50, 100, and 200 ppm showed a significant increase in EPO levels (97.2 ± 10.7, 97.7 ± 11.2, and 120.1 ± 14.9 mIU/mL, respectively) compared with the negative control (59.9 ± 10.3 mIU/mL) in a dose-dependent manner. In particular, EPO levels increased 2.01-fold in rats treated with 200 ppm GABA compared with the negative control.

### 3.3. Total and Differential White Blood Cell Counts

To investigate the effect of GABA on WBC, differential WBC counts were evaluated. Differential WBC counts in GABA-treated rats were not significantly different compared with the negative control in all experimental groups (Table 4).

### 3.4. Red Blood Cell Indices

Hematological values were measured in whole blood to investigate of the effect of GABA on normal hematological parameters. Although RBC count increased in the G50 and G200 groups, no significant differences were found in RBC indices (including MCV, HCT, MCH, MCHC, Hb, and PLT from any groups (Table 5). Unexpectedly, Hb was not increased by GABA. In rats treated with 200 ppm GABA, RBC were significantly increased (6.3 ± 0.28 × 10^6^/mm^3^) (*P* = 0.038) compared with the negative control (5.9 ± 0.23 × 10^6^/mm^3^). This suggests that GABA (200 ppm) might contribute to improved anemia.

### 3.5. Expression of EPO-Related Genes and Proteins by GABA

The transcription factors, Hif-1α and Hif-2α, are constitutively expressed in kidney. Expression levels of *Epo*, *Epor*, *Hif-1α*, *Hif-2α*, and prolyl-hydroxylase domain protein-2α (*Phd-2α*) were measured by qPCR. Gene expression levels of *Epo*, *Epor*, *Hif-1α*, and *Hif-2α* (but not *Phd-2α*) increased in a dose-dependent manner in GABA-treated groups compared with the negative control (Figure 1A,B). *Epo* mRNA levels in rats treated with GABA (50, 100, and 200 ppm) increased 2.19-, 17.21-, and 20.42-fold, respectively, compared with the negative control. *Epor* mRNA levels increased 2.00-, 14.27-, and 14.92-fold, respectively, while *Hif-1α* mRNA levels increased 2.28-, 5.08-, and 8.28-fold, respectively, and *Hif-2*α mRNA levels increased 2.01-, 4.80-, and 5.98-fold in rats treated with GABA at concentrations of 50, 100, and 200 ppm, respectively, compared with the negative control. These results suggest that GABA activates erythropoiesis by stimulating expression of *Epo*, *Epor*, *Hif-1α*, and *Hif-2α* genes. Protein expression levels of Hif-1α and Hif-2α significantly increased in 100 and 200 ppm GABA-treated groups compared with the negative control (Figure 1C,D). Hif-1α levels increased 1.43-, 2.17-, and 2.64-fold, respectively, and Hif-2α levels increased 1.16-, 1.46-, and 1.83-fold in rats treated with GABA at concentrations of 50, 100, and 200 ppm, respectively, compared with the negative control. The results show that Hif-1α and Hif-2α increase by GABA supplementation in transcriptional and translational levels.

### 3.6. Effect of GABA on Epo and Epo Receptor Production

Production of Epo localized with Epor was evaluated in the kidney by confocal microscopy. Double staining showed increased expression levels of Epo and Epor in rats treated with GABA compared with the negative control. Further, Epo was in close proximity to Epor expressed in kidney cells (Figure 1E). In rats treated with GABA at concentrations of 50, 100, and 200 ppm, relative intensity of Epo protein labeling was 336.2 ± 200.0%, 984.4 ± 190.7%, and 1171.9 ± 248.3%, respectively, compared with the negative control (100 ± 64.4%). While in rats treated with GABA at concentrations of 50, 100, and 200 ppm, relative intensity of Epor protein labeling was 639.6 ± 226.7%, 1020.8 ± 170.4%, and 1424.3 ± 453.7%, respectively, compared with the negative control (100 ± 46.2%) (Figure 1F). Expression levels of Epo and Epor were consistent with gene expression. Although it is known that Epo is produced in interstitial fibroblasts closely connected with the proximal tubule in the kidney, in some case Epo immunopositivity was observed in proximal tubules [33,34]. In this study, Epo stained in the renal proximal tubules as well.

### 3.7. Serum Creatinine

To evaluate the toxicity of GABA, serum creatinine was measure. In all groups, serum creatinine levels were not significantly different, which means that GABA was not toxic to rats (Table 6).

### 3.8. Histological Analysis of Kidneys

To examine kidney cytotoxicity of GABA, histological analysis was performed on kidney tissue from experimental rats. In all groups, the kidney was free from any pathological abnormality, and stained sections showed a normal appearance with regular cellular structure (Figure 2). 

### 3.9. Gene Expression Analysis of Kidney Tissue in GABA-Treated Rats

The gene expression profile of kidney tissue in GABA-treated rats was evaluated by RNA microarray analysis and compared with the negative control. 

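Kidney RNA of male Sprague-Dawley rats given 200 ppm GABA in drinking water for 3 weeks (G200) was compared with kidney RNA of the negative control on 3 Agilent rat microarrays with 2 colours. The paper gives 8 rats per group, the sample labels give 3 per group, and all 3 arrays were used here. On each array the control was labelled with Cy3 (green) and G200 with Cy5 (red). The dyes were exchanged on no array, so a difference between the dyes enters every ratio together with the effect of GABA. All 3 arrays were on 1 slide and were read in 1 scan. The methods name the Low RNA Input Linear Amplification kit and Feature Extraction version 10.7.3.1, while the labels name the Low Input Quick Amp kit and the file headers give version 11.5.1.1.
Each array holds 42877 spots other than controls. Between 25657 and 26864 of them were well above background in green and between 24260 and 27008 in red, and none was saturated. The median local background was 24 to 25 intensity units in green and 49 to 50 in red, against a median net spot intensity of 35 to 37 in green and 29.5 to 54.5 in red, so many ratios rest on signals near background. The deposited spot and background intensities were corrected here with limma's normexp method (offset 50) and normalized between the dyes by loess within each array. A log2 ratio above 0 means a higher level in G200. A gene was tested where its probe was well above background on all 3 arrays in green, in red or in both. This left 14179 genes, 8908 of them with a symbol in the NCBI RefSeq table of the rat assembly GRCr8. The brightest probe stood for a gene with several, and 498 of 1342 such genes had probes with ratios in both directions.
The 3 green channels differed by about as much as replicate spots of 1 array. Over 1022 probes with at least 5 spots, the squared difference between 2 arrays was 0.383 to 1.17 times that between replicate spots in green, and 31 probes differed between the arrays after Benjamini-Hochberg adjustment. In red the ratio was 5.54 to 11.8, and 628 of 1032 probes differed. The 3 control channels were therefore counted as 1 control sample, and the 3 G200 samples as 3. Each gene's mean log2 ratio was tested against 0 with limma, which leaves out the spread between control rats. The number of arrays limits the precision of every value.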

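Of the 14179 genes tested on the 3 arrays, 6962 had an unadjusted p under 0.05 in limma's test, 2449 of them higher and 4513 lower in G200. After Benjamini-Hochberg adjustment 5316 genes passed the same threshold, 1638 higher and 3678 lower. The direction depended on the scaling between the dyes, since 80.0% of the genes past the adjusted threshold were higher with median centring in place of loess and 96.3% with no normalization between the dyes. The choice of test moved the counts most. With the methods' t-test on the 3 log ratios, 4476 genes passed without adjustment and 2 after it. With the methods' t-test on the 2 channels, which treats the repeated control RNA as 3 samples, the counts were 4207 and 370. Without replicate 3, limma called 4583 genes without adjustment and 1544 after it.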

From 3025 genes analyzed by RNA microarray, genes were identified that were significantly differentially expressed in the kidney of 200 ppm GABA-treated rats compared with the negative control. Of the 3025 genes, 758 genes showed >2-fold higher or lower expression levels. Among these, 550 genes were down-regulated (<0.5-fold) and 208 genes were up-regulated (>2-fold) in the kidney of 200 ppm GABA-treated rats compared with the negative control. 

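By limma's unadjusted p and a mean ratio of at least 2-fold, 575 genes differed between G200 and the control on the 3 arrays, and each of them also passed the adjusted threshold. This count depended on the processing. It was 3207 with no normalization between the dyes. It was 1932 with the log ratio that the authors' Feature Extraction run had written into the files, which differs in both the background correction and the dye normalization.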

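In the arrays analysed here, 571 of the genes past the 2-fold criterion were lower in G200 and 4 were higher. The deposited Feature Extraction log ratio gave 1710 lower and 222 higher genes. The balance between the directions turned with the scaling, to 263 lower and 776 higher genes with median centring of each array in place of loess.
The largest rise with the same sign on all 3 arrays was in Bcl6, with a mean log2 ratio of 1.47 ± 0.29 (SD, n = 3; adjusted p = 0.000962 from limma). Mrgprf was not well above background in the control on any array, so its rise is a bound of at least 2.34-fold. Likewise, the transcript NM_022271, which has no symbol in the reference table, was at least 1.98-fold higher. These bounds set the mean G200 signal against the control taken, on each array, as the higher of the probe's own signal and the lowest signal well above background. For Mrgprf the probe's own signal was the higher, so its bound equals its mean ratio. Both bounds are of the mean over the 3 arrays with this background correction, and are open to dye bias. Dcn had a mean log2 ratio of 1.09 ± 0.37 (SD, n = 3).
The 5 largest falls were in Apoc1, Rup2, the transcript XM_003750465, Alb and Fabp1, whose mean log2 ratios lay between -4.05 and -3.80. Their ratios differed widely between the arrays, and that of Alb was -2.06, -3.73 and -5.67 on replicates 1, 2 and 3, with a mean of -3.82 ± 1.81 (SD, n = 3; adjusted p = 0.00584 from limma). With limma's variance model robust to genes of large spread, which was chosen after seeing the data, the adjusted p of Alb was 0.0809. Of the 571 lower genes, 42 belong to a list of liver marker genes drawn up after the fall of Alb had been seen.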

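GO annotation was not used here, so the categories themselves were not rebuilt. Of the 571 genes that were lower in G200 by the 2-fold criterion, 321 (56.2%) had no symbol in the RefSeq table, against 5271 (37.2%) of the 14179 genes tested. An annotation joined by symbol reaches the remaining genes alone.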

GO analysis showed 13 major functional categories based on the criterion differently expressed in microarray analysis (2-fold change, *p* < 0.05 of the DEGs) (Figure 3A). Total of 162 genes differently expressed were involved in erythrocyte differentiation, development, and maturation, and among them, 17 genes were involved in the positive regulation of erythrocyte differentiation (Figure 3B). 

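The GO sets behind these numbers were not used here. A list of 36 genes of the red cell lineage (hemoglobins, heme synthesis, red cell membrane and erythroid transcription factors), written before the data were examined, was tested in their place, and it need not overlap with the GO sets. Of its genes, 19 were tested, 18 with a negative and 1 with a positive mean log2 ratio, and none changed 2-fold. The median was -0.20 (-0.09, -0.17 and -0.23 on replicates 1, 2 and 3). In the main analysis the list did not stand apart from the other genes (adjusted p = 0.122 over 16 lists from limma's camera test with a preset correlation, 0.669 with an estimated correlation and 0.229 with fry). Under 5 of 15 alternatives it passed camera's threshold without adjustment over the lists, each time with a negative median. Adjusted over all genes tested, 7 of the 19 genes passed the threshold, and 6 passed when adjusted over the list alone. The largest fall was in Slc4a1, whose log2 ratio was -0.68 ± 0.19 (SD, n = 3; adjusted p = 0.00348 from limma), and the only rise was in the transferrin receptor gene Tfrc, at 0.28 ± 0.19 (SD, n = 3; adjusted p = 0.0498 from limma). The falls of the hemoglobin genes Hba-a1, Hbb, Hbb-b1 and Hbb-bs came mainly from replicate 3, at -1.55, -1.23, -0.89 and -1.24. On replicates 1 and 2 their ratios lay between -0.36 and 0.40. With median centring in place of loess the list's median was 0.04, and the median of all genes moved from -0.05 to 0.27.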

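The heat map of Fig. 3C names 39 different genes, of which 36 were tested on the arrays. Cd9 was not past the filter on dim probes, and no probe was matched to Il1r1 or to the name LOC103693761. A positive mean log2 ratio was found for 24 of the 36 genes (66.7%), and the share was 66.7%, 69.4% and 72.2% on replicates 1, 2 and 3. On all 3 arrays alike, 23 genes were positive and 9 negative. After Benjamini-Hochberg adjustment over all genes, limma called 16 of them higher and 8 lower. The paper chose these genes on these samples, so the tally is not independent evidence. Only Bcl6 rose and only Uncx fell by 2-fold or more. The log2 ratio of Uncx was -1.15 ± 0.11 (SD, n = 3; adjusted p = 0.000732 from limma). Among the rises under 2-fold, RT1-Da had a log2 ratio of 0.80 ± 0.27 (SD, n = 3), Prdx3 of 0.62 ± 0.16 (SD, n = 3) and Mme of 0.61 ± 0.07 (SD, n = 3). With median centring in place of loess, 77.8% of the genes were positive, and with no normalization between the dyes 91.7%. The heat map shows 2 G200 samples, which the paper does not identify, and all 3 are reported here.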

Among the genes selected for hierarchical cluster analysis, 25 genes were erythropoiesis-related genes and 16 genes were hematopoiesis-related genes, with approximately 73.2% of the total 41 genes showing increased expression levels (Figure 3C). 

### 3.10. A Significant Expression of The Proteins Involved in The Citric Acid Cycle in GABA-Treated Rat Kidney

2DE gel separation of proteins from rat kidney treated or untreated with GABA was performed. For preparation of 2DE maps, each sample was analyzed separately without pooling, with attempts to minimize the influence of methodology for each experiment. Three kidney tissues from control and experimental groups were screened for significant differences in expression. Representative 2DE gel images are shown in Figure 4A. Seven differentially expressed proteins were evaluated by MALDI-TOF-MS analysis. The results are summarized in Table 7. A probability-based score of each identified protein was considered significant (*p* < 0.05). Among them, protein expression levels of spots 1 and 2 showed a significant increase to 239.3- and 259.6-fold, respectively. Spots 1 and 2 were identified as nicotinamide adenine dinucleotide (NADH) dehydrogenase (GI number 564349298) and dihydroxyphenylalanine (DOPA) decarboxylase (GI number 149016961), respectively. Their representative MALDI-TOF-MS maps are shown in Figure 4B. The results of protein profiles suggested that the citric acid cycle was activated by GABA treatment, which might induce the oxidation of NADH resulted in the increase of ATP level.

### 3.11. Gene Ontology Enrichment and Protein–Protein Interaction Analysis

The seven differentially expressed proteins identified by Mascot analysis were subjected to GO. Based on the terms represented in the GO database, the differentially expressed proteins were divided into three categories: BP, CC, and MF. The top eight enriched BP, CC, and MF from the 200 ppm GABA-treated group compared with the control group are shown in Figure 5A. BP analysis revealed that most identified proteins were distributed in the small molecule metabolic process, carboxylic acid metabolic process, citrate metabolic process, aerobic respiration, and tricarboxylic acid (TCA) cycle. The top CC were mitochondrial envelopment, mitochondrial inner membrane, and inner mitochondrial membrane protein complex. The three functions with highest significance levels in MF were ion binding, cofactor binding, and heterocyclic compound binding. 

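A list of 31 genes of the citrate cycle and the enzymes that feed it was written before the data were examined, and 28 of them were tested. Of these, 23 were higher in G200 and 5 lower, and none changed 2-fold. The median log2 ratio was 0.25, with 0.32, 0.21 and 0.25 on replicates 1, 2 and 3. Against the other genes the list was higher in limma's camera test with a preset correlation (adjusted p = 1.35e-05 over the 16 lists). The adjusted value was 0.0815 with fry and 0.669 with a correlation estimated from the 3 arrays, so the call holds under the preset correlation only. With an estimated correlation the list of liver marker genes did not pass either (adjusted p = 0.720 from camera over 7 lists). A failure in that variant therefore says little with 3 arrays. Adjusted over all genes tested, 19 of the 28 genes passed the threshold, 18 higher and Acly lower, and 20 passed when adjusted over the list alone. Without replicate 3, 1 of the 28 genes was called higher, and with the methods' t-test on the 3 log ratios none was after adjustment. The median stayed between 0.24 and 1.28 over the settings that gave one. The highest value came with no normalization between the dyes, where the median of all genes was 0.62 in place of -0.05. The list includes the 8 genes that the paper shows in Fig. 5B. Without them, 15 of 20 genes were higher, with a median of 0.23, and 11 passed the adjusted threshold, 10 of them higher.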

Among the genes analyzed by RNA microarray, TCA cycle-related genes were up-regulated. Comprehensive analysis of BP, CC, and MF results showed that the TCA cycle was the most important point (Figure 5B).

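Each of the 8 genes of Fig. 5B had a positive log2 ratio on all 3 arrays and passed the adjusted threshold of limma's test. Their mean log2 ratios lay between 0.32 and 0.57, all under 2-fold in the main analysis. With median centring in place of loess 5 of the 8 reached 2-fold, and with no normalization between the dyes 7 did. The ratio was largest in Mdh1, at 0.57 ± 0.34 (SD, n = 3; adjusted p = 0.0183 from limma), and smallest in Idh3a, at 0.32 ± 0.18 (SD, n = 3; adjusted p = 0.0309 from limma). Without replicate 3 the 8 ratios stayed positive, and none passed the adjusted threshold. The methods' t-test on the 3 log ratios called 3 of the 8 genes at its unadjusted threshold and none after adjustment. The paper states that genes of the TCA cycle were up-regulated on the microarray, and from the GO results of the proteins it concludes that the TCA cycle was the most important point.

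**Figure D1:**
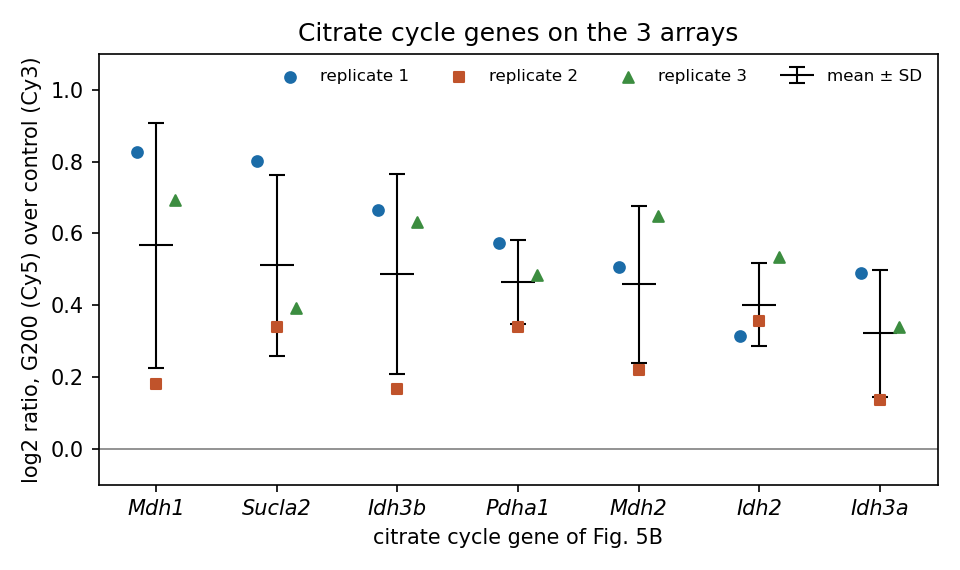
Log2 ratio of G200 (Cy5) over control (Cy3) for 7 of the 8 citrate cycle genes of Fig. 5B. The other gene is among the single genes whose results are not reported here. Symbols are the 3 arrays, and the bar with whiskers is the mean ± SD. All points lie above 0, and the means run from 0.57 in Mdh1 to 0.32 in Idh3a.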

To determine the mechanism for the TCA cycle increase due to the effect of GABA in kidney tissue, gene expression of mechanistic target of rapamycin complex 1 (*mTORC1*), ribosomal protein S6 kinase beta-1 (*p70s6k*), and eukaryotic translation inhibition factor 4E-binding protein (*4EBP1*) was analyzed. *mTORC1* mRNA levels increased 1.54-, 1.59-, and 1.77-fold, *p70s6k* mRNA levels increased 1.51-, 1.40-, and 2.21-fold, and *4EBP1* mRNA levels increased 1.24-, 1.51-, and 1.52-fold in rats treated with GABA at 50, 100, and 200 ppm, respectively, compared with the negative control (Figure 5C).

Further analysis of biological pathways showed that 10 KEGG pathways were enriched in the dataset of differentially expressed genes (Table 8). These KEGG pathways (*p* < 0.05) included the TCA cycle, metabolic pathways, carbon metabolism, oxidative phosphorylation, Parkinson’s disease, non-alcoholic fatty acid liver disease (NAFLD), Alzheimer’s disease, Huntington’s disease, microbial metabolism in diverse environments, and biosynthesis of amino acids. Many of these metabolic pathways were changed in rat kidney treated with GABA. The four key changed pathways were the citrate cycle, metabolism pathways, carbon metabolism, and oxidative phosphorylation, all belonging to the metabolism classification. The most significant KEGG pathway derived by PPI analysis was the citrate cycle. Consequently, we measured ATP production to examine the increase in citrate cycle activity in GABA-treated rat kidney tissue. ATP levels in kidney treated with GABA (50, 100, and 200 ppm) increased 1.0 ± 0.15%, 27.6 ± 0.05%, and 48.1 ± 0.14%, respectively, compared with the negative control in a dose-dependent manner (Figure 6A).

Subsequently, we analyzed the activity of NADH dehydrogenase, which showed the greatest increase in protein expression. Activity of NADH dehydrogenase in the control, G50, G100, and G200 groups was: 0.18 ± 0.009, 0.19 ± 0.012, 0.21 ± 0.018, and 0.21 ± 0.011 ΔOD_600_/min/mg protein, respectively (Figure 6B).

PPI analysis examined the interaction networks affected by 200 ppm GABA in rat kidney. STRING is a meta-database program that generates a network of protein interactions from high-throughput experimental data and predictions based on genomic context analysis. The indicated node represents the protein, and the thickness of the connected lines reflects the degree of correlation between the proteins. The seven protein spots (Table 7) identified by 2DE analysis and five maximum interacting proteins are shown based on the STRING database (Figure 7). In addition to the seven proteins identified by 2DE analysis, ATP citrate lyase (Acyl) was included in the protein interaction network by STRING analysis. Acyl is the major enzyme responsible for synthesis of cytoplasmic acetyl-CoA in many tissues. It catalyzes formation of acetyl-CoA and oxaloacetate from citric acid and CoA during TCA cycle operation to promote hydrolysis of ATP, ADP, and phosphate.

## 4. Discussion

The beneficial effects of GABA have been studied, and include lowering blood pressure, improving immunity, relieving anxiety, and stroke prevention [35,36,37,38]. Human recombinant EPO has one of the world’s top ten biopharmaceutical sales. Extensive research to develop erythropoiesis-stimulating agents and to produce biosimilar EPOs for anemia treatment has been studied [39]. However, human recombinant EPO and exogenous EPO cannot be universal remedies because of their expense. Therefore, alternative strategies for EPO production in the kidney are promising methods for improving anemia. In this study, GABA stimulated EPO production in the rat kidney, with levels of serum EPO increasing in a dose-dependent manner. 

Hif-1α is degraded at normal oxygen concentrations by binding of a hydroxyl group to the proline residue in the oxygen-dependent degradation domain (ODDD) by prolyl hydroxylase (Phd). This ultimately allows for recognition and ubiquitination by the von Hippel-Lindau protein (pVhl) and E3 ubiquitin ligase complex [40,41,42]. When Phd loses its activity in a hypoxic state, *Hif-1α* is stabilized and the gene transcribed for adaptation to hypoxia [43]. In addition, Hif-2α is involved in erythropoiesis of adults and plays a different physiological role than Hif-1α [44]. In this study, the *Hif-1α* gene induced in only the hypoxic state was significantly increased after GABA intake, even in the normal oxygen state, compared with the control group. In addition, there was no significant difference in *Phd-2α* gene expression, which should be increased in normal oxygen conditions. Moreover, the *Hif-2α* gene is directly involved in erythropoiesis and was significantly increased after GABA intake. This suggests that GABA does not directly affect Phd to stabilize Hif-1α, instead GABA might directly affect Hif expression. 

In this study, although RBC count in G100 group did not show a significant increase compared with the control group, RBC count showed a tendency to increase in the GABA-administered groups. Enhancement of RBC production is caused by a homeostatic mechanism of higher organisms [45]. In addition, GABA increased EPO level but not Hb level. In a previous report, the administration of 5000 IU human EPO (rHuEpo) for 15 weeks in 8 healthy male volunteers significantly increased Hb after 8 weeks by increasing red blood cell volume and decreasing plasma volume [46]. The recommended initial dose of epoetin alfa (rHuEpo) for chronic kidney disease adult patients is 50 to 100 U/kg three times weekly, intravenously or subcutaneously [47], which have been approved by the U.S. Food and Drug Administration (FDA). Although the exact equivalent dose cannot be converted between human and rat, in this study, the increased concentration of EPO by GABA (50 to 200 ppm) treatment was 37 to 60 mIU, which might be not enough to significantly increase Hb in non-anemic rat within the experimental period. In this study, we used non-anemic animal model, which may be another reason why Hb level did not increase, even though EPO increased by GABA administration. Further studies are needed on the improvement effect of GABA on anemia in animal model of anemia.

GABA is approved and generally recognized as safe (GRAS) by the Food and Drug Administration (FDA), and is used as a food supplement [48]. Kidney tissue from each group was examined, with H&E staining performed to determine kidney toxicity. No clinical symptoms such as tissue necrosis or inflammation were observed, and it was confirmed that ingestion of GABA does not act as a toxin in rats. Serum creatinine level suggested that GABA supplementation did not show toxicity as well. 

Protein expression profile analysis comparing control and GABA administration groups found seven significantly increased proteins compared with the control group, with two proteins (DOPA decarboxylase and NADH dehydrogenase) greatly increased. DOPA decarboxylase decomposes 3,4-dihydroxyphenylalanine into carbon dioxide and amines, and is involved in dopamine biosynthesis [49]. Dopamine is reported to increase in the brain when recombinant EPO is administered to mice [50]. In addition, GABA can increase or decrease dopamine turnover depending on brain area analysis, duration of stimulation, and administration of dopamine antagonist [51]. Although there may be differences in concentration from the present study, it is thought that increased EPO due to GABA may affect increased DOPA decarboxylase expression. 

NADH dehydrogenase transfers electrons from NADH to ubiquinone [52]. NADH supports ATP synthesis, which is dependent on electron route through the electron transport chain and homeostasis [53]. Excess NADH in the citrate cycle significantly increases NADH dehydrogenase expression to maintain NAD and ATP homeostasis in mitochondria. Expression of the NADH dehydrogenase gene in human vascular cells is approximately 1.4-fold increased by human recombinant EPO [54]. In the present study, NADH dehydrogenase protein was greatly increased by GABA, which may be due to differences in endogenous and exogenous EPO.

Leukemia inhibitory factor (Lif) is a remarkable polyfunctional regulator, with striking actions on a diverse range of cell types, although it has not yet been demonstrated to be a major proliferative factor for hematopoietic cells [55]. It is not apparent that Lif alone activates differentiation into normal fetal cells or adult hematopoietic cells, but when combined with interleukin-3, Lif enhances proliferation of blast colonies [56]. It is also known to be a proliferative stimulus for the continuous hematopoietic cell line, DA-1 [57]. In this study, Lif protein was greatly elevated in GABA treated rats (Table 7), which suggests that GABA might support erythropoiesis and hematopoiesis by elevating EPO and Lif. The isocitrate dehydrogenase (Idh) family of enzymes catalyzes oxidative decarboxylation of isocitrate to α-ketoglutarate and carbon dioxide. Idh plays a role in cell growth in the hypoxic condition [58]. Indeed, GABA increases Idh expression, suggesting that GABA induces a hypoxic condition. Therefore, GABA increases the activity of the TCA cycle followed by development of hypoxia resulted in the increase of expression level of Hif or vice versa, which has to be explained with intense molecular study in our further study. 

GO analysis and KEGG pathway analysis are the most reliable methods for providing greater understanding of BP, CC, and MF. In this study, overexpressed proteins were classified into different functional categories according to GO analysis. These categories included: citrate metabolic process, tricarboxylic acid cycle, mitochondrial respiratory chain complex, respiratory chain, cofactor binding, succinate dehydrogenase activity, and others (Figure 5A). KEGG pathway analysis showed that the citrate cycle, metabolic pathway, and carbon metabolism were the top three most enriched pathways (*p* < 0.05). These pathways are associated with carbohydrate metabolism, a series of chemical reactions, and carbon decomposition and synthesis. In RNA microarrays and 2DE analysis, the most significant pathway was the citrate cycle. 

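Among the 16 gene lists tested, the citrate cycle list ranked first in limma's camera test. The list of oxidative phosphorylation genes came next, with 45 of 67 tested genes higher in G200 and a median log2 ratio of 0.13. Its adjusted p was 0.000215 from camera with the preset correlation, 0.669 with an estimated correlation and 0.0889 with fry. The order depended on the test and the scaling. With fry the glycolysis list ranked first, without passing the adjusted threshold, and its median log2 ratio was -0.03 while its mean was 0.03. With median centring in place of loess, camera ranked the oxidative phosphorylation list above the citrate cycle list. KEGG pathways as such were not tested here.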

The citrate cycle (or TCA cycle or Krebs cycle) is an important aerobic pathway for the final steps of carbohydrate and fatty acid oxidation. The cycle starts with acetyl-CoA, which is the activated form of acetate derived from glycolysis and pyruvate oxidation for carbohydrates, and from beta oxidation of fatty acids [53]. It produces ATP in mitochondria and plays a variety of roles in intracellular energy supply. 

mTORC exists as a two-cell complex with individual regulation and function. mTOR complex 1 is inhibited by the natural product rapamycin and contains a protein, raptor [59,60]. The ultimate role of mTORC1 is to regulate cell differentiation through cap-dependent translation, which affects cell size, with 4EBP1 regulating cell proliferation [61,62]. It is also reported that the mTORC1 pathway is an important regulator of RBC growth and proliferation, and that inhibiting mTORC can cause anemia [63]. Moreover, erythroid mitochondria are regulated by mTORC1-mediated protein translation and may be directly related to blood disease associated with mitochondrial dysregulation [64]. When erythrocytes are cleaved, EPO reactivity (which is an erythropoietic factor) is required, and iron is accumulated and highly proliferated [64]. Both EPO and iron activate mTORC1 and phosphorylate 4EBP1 and p70S6K to promote protein synthesis in mitochondria [63,65]. In this study, mTORC1, 4EBP1, and p70S6K expression were significantly increased in kidney tissue.

Mitochondrial stimulation activity increases cellular processes, such as Hb synthesis, by increasing ATP and cellular metabolism. Mitochondrial dysfunction is a serious sign of disease, causing erythropoiesis dysfunction. In another aspect, the balance between ATP and RBC is very important. Changes in intracellular ATP in vitro alter the shape of RBCs, and increase RBC membrane fluctuation [66,67]. RBC fluctuations are directly linked to the membrane bilayer and cytoskeletal network, which suggests that critical binding between the lipid bilayer and spectrin network is actively controlled by ATP. The results of our protein expression and KEGG pathway analysis are consistent with our gene expression and RBC production results. Altogether, these results are a reliable basis for erythropoiesis concept.

## 5. Conclusions

One of the notable findings of this study is increased expression of erythropoiesis-related genes in a hypoxic environment due to GABA intake. Expression of *Epo*, *Epor*, *Hif-1α*, and *Hif-2α* were increased, and EPO levels significantly increased in blood by GABA. By analysis of up-regulated proteins by GABA, it was found that the most significantly altered KEGG pathway was the citrate cycle, with mTORC1, p70s6k, and 4EBP1 involved in citrate cycle alteration by GABA. Increased ATP levels by GABA suggest that the citrate cycle is also activated by GABA. Consequently, GABA treatment induces a hypoxic environment by altering the energy production pathway, resulting in increased endogenous EPO levels in rats, which might contribute to preventing anemia.

## Figures and Tables

**Figure 1:**
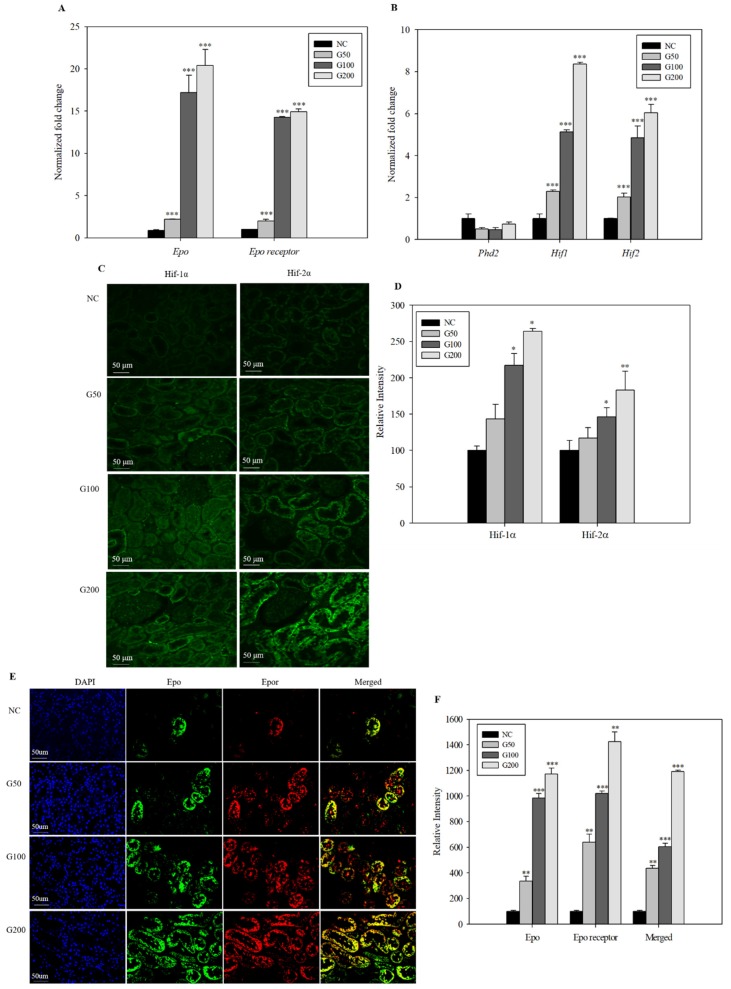
Expression levels of erythropoiesis-related genes and Epo and Epor protein immunofluorescence in GABA-treated rat kidney. (**A**) Gene expression of *Epo* and *Epor*. (**B**) Gene expression of *Phd2*, *Hif-1α*, and *Hif-2α.* Data were normalized using actin as a control. Results are expressed as mean ± SD of three independent experiments, * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001, Student’s *t*-test, compared with the negative control. (**C**) Paraffin sections were fixed and stained with anti-Hif-1α and Hif-2α antibodies. The images are the representative of the eight slides of each group. All bars are 50 μm (40×). (**D**) Relative intensity of Hif-1α and Hif-2α protein production in rats treated with GABA at concentrations of 50, 100, and 200 ppm. (**E**) Paraffin sections were fixed and stained with anti-Epo and anti-Epor antibodies. The images are the representative of the eight slides of each group. All bars are 50 μm (40×). (**F**) Relative intensity of Epo and Epor protein production in rats treated with GABA at concentrations of 50, 100, and 200 ppm.

**Figure 2:**
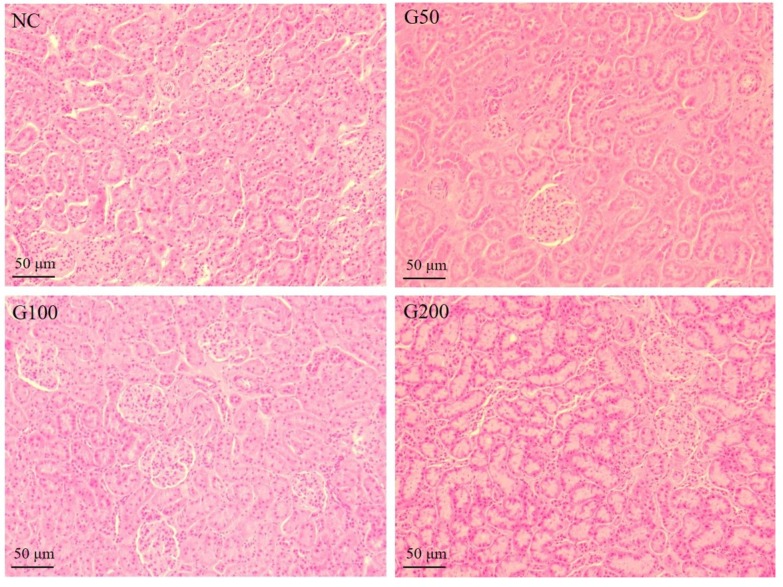
Hematoxylin and eosin (H&E) staining of GABA-treated rat kidney. There are no significant changes of cell morphology in GABA-fed rat kidney tissues. All bars are 50 μm (Magnification 40×).

**Figure 3:**
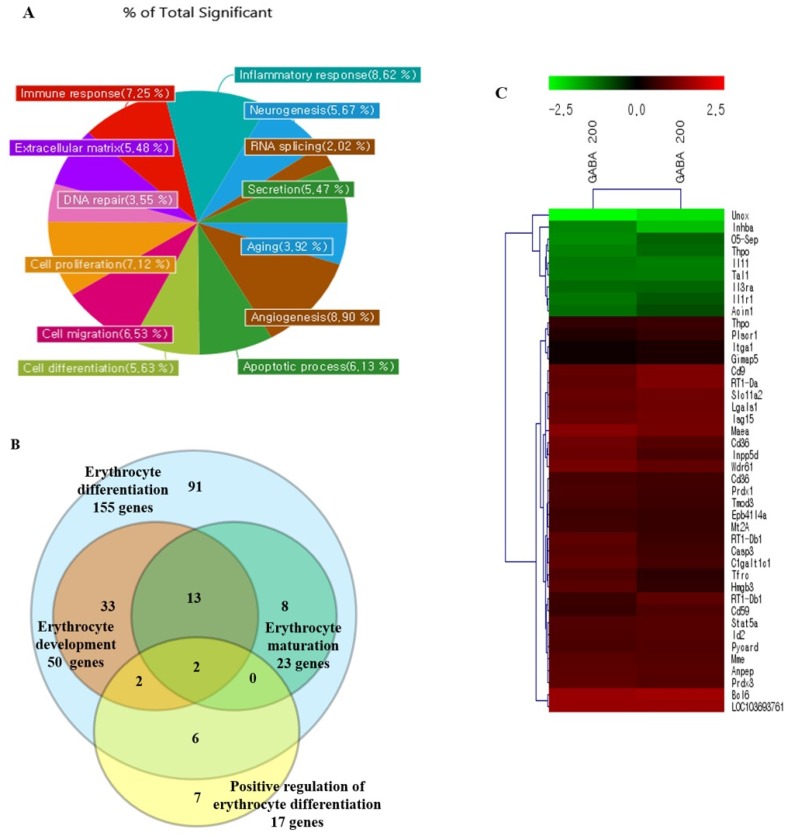
Differential gene expression between normal and 200 ppm GABA-treated rat kidneys based on RNA microarray data. (**A**) Pie chart representation of GO for genes differentially expressed in microarray analyses and summarized according to major categories. Gene expression in GABA-treated kidney tissue was compared to normal tissue, and the criterion for differential expression was the 2-fold change (*p* < 0.05 of the DEGs). Thirteen of major functional categories were obtained using GO annotation. (**B**) A Venn diagram displaying overlap of significant genes found in the erythrocyte differentiation, maturation, and development. Gene numbers were obtained by GO annotation generated by 2-fold, *p* < 0.05 criterion. (**C**) Heat map of rat orthologous genes involved in erythropoiesis and hematopoiesis that show a significant difference in gene expression (false discovery rate, FDR < 0.05). Each row represents one gene and each column represents two samples (two kidney tissues from 200 ppm GABA group). Red and green indicate over- and under-expressed genes, respectively. Expression levels are proportional to the brightness of color (see color bar). Black indicates no difference in expression level between normal rat kidney and G200 kidney tissue.

**Figure 4:**
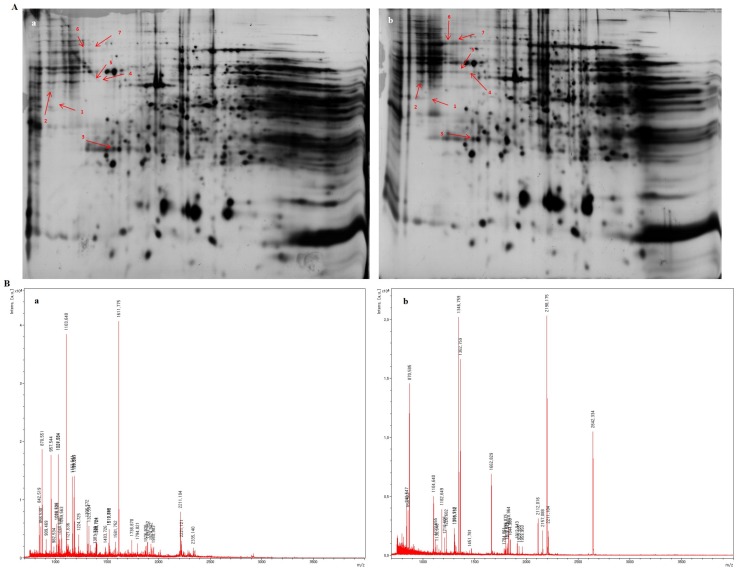
Two-dimensional gel electrophoresis of normal and 200 ppm GABA-treated rat kidneys. (**A**) The full-length gels are representative two-dimensional protein electrophoresis of rat kidney tissue in a control group (a) and G200 group (b). Soluble proteins separated using a linear pH 3.5–10 gradient in 10% to 16% SDS-PAGE gels were stained with Coomassie G250, digitalized, and compared using image analysis software. Red symbols indicate up-regulated proteins (Table 7). (**B**) Representative MALDI-TOF-MS maps. (a) Peptide mass fingerprinting (PMF) of NADH dehydrogenase 1 alpha and (b) PMF of DOPA decarboxylase.

**Figure 5:**
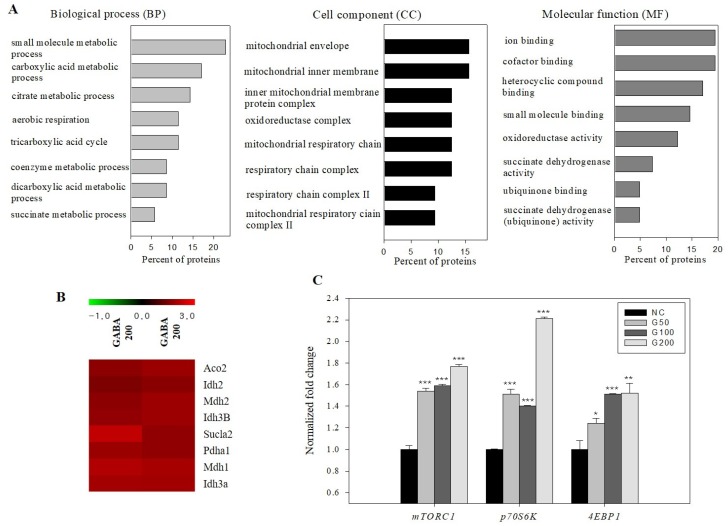
Gene ontology classification of proteins differentially expressed between normal and 200 ppm GABA-treated rat kidney. Screening of RNA microarray results for genes associated with the citrate cycle, and gene expression associated with an EPO mechanism. (**A**) Differentially expressed proteins were grouped into three hierarchically structured GO terms: biological process (BP), cellular component (CC), and molecular function (MF). (**B**) Heat map showing rat orthologous genes related to the citrate cycle and with a significant difference in gene expression (FDR < 0.05). Each row represents one gene and each column represents two samples (two kidney tissues of 200 ppm GABA group). (**C**) Gene expression of *mTORC*, *p70S6K*, and *4EBP1*. Data were normalized using actin as a control. Results are expressed as mean ± SD of three independent experiments, * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001, Student’s *t*-test, compared with the negative control.

**Figure 6:**
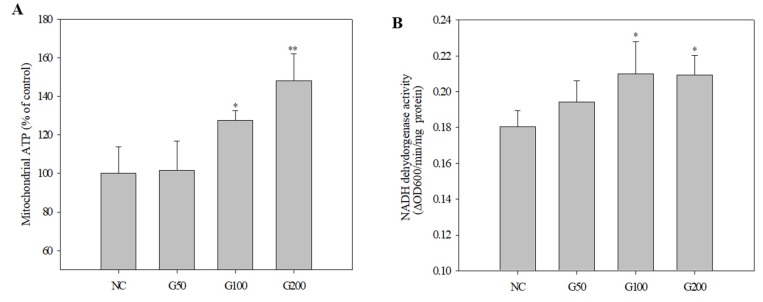
Effect of GABA on ATP production and NADH dehydrogenase activity from kidney mitochondria. (**A**) ATP quantification assay. (**B**) NADH dehydrogenase activity assay. Results are expressed as mean ± SD of three independent experiments, * *p* < 0.05 and ** *p* < 0.01, Student’s *t*-test, compared with the negative control.

**Figure 7:**
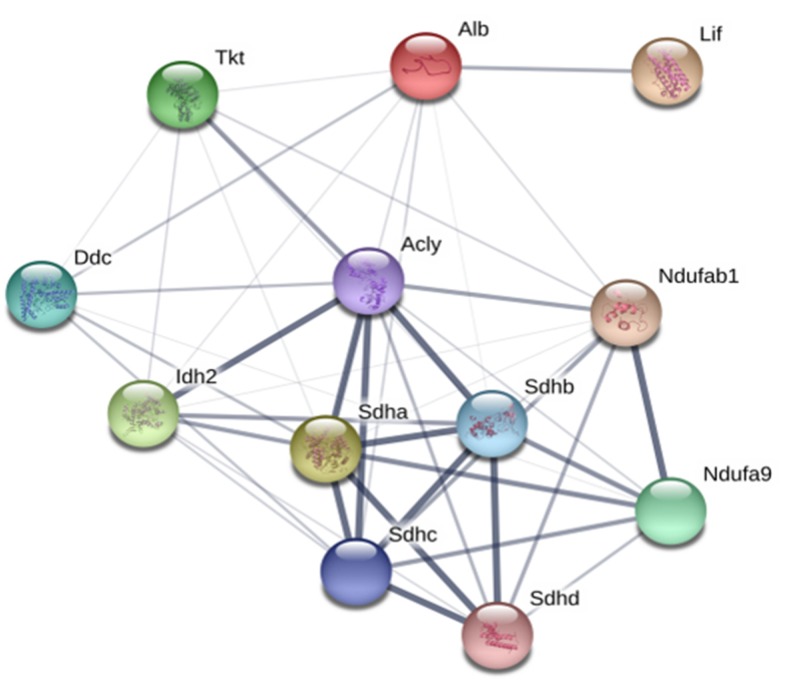
STRING analysis of protein interaction networks. Interactions of identified proteins were mapped by searching the STRING database version 10.5, with a confidence cutoff of 0.15. In the resulting protein association network, proteins are presented as nodes connected by lines whose thickness represents the confidence level.

**Table 1:** Primer sequences for polymerase chain reaction (PCR) amplification.

Gene Symbol	Sense (5′–3′)	Antisense (5′–3′)
*Epo*	TACGTAGCCTCACTTCACTGCTT	GCAGAAAGTAT CG TGTGAG TGT TC
*Epor*	AGGTGGACGTGTCAGCAGGC	CGTACCTTGTGGCGTATGCAG
*Phd-2*	CCATGGTCGCCTGTTACCC	CGTACCTTGTGGCGTATGCAG
*Hif-1a*	CACTGCACAGGCCACATTCAT	AAGCAGGTCATAGGCGGTTTC
*Hif-2a*	GTCACCAGAACTTGTGC	CAAAGATGCTGTT
*mTORC1*	TTGAGGTTGCTATGACCAGAGAGAA	TTGAGGTTGCTATGACCAGAGAGAA
*p70S6K*	GGAGCCTGGGAGCCCTGATGTA	GAAGCCCTCTTTGATGCTGTCC
*4EBP1*	TAGCCCTACCAGCGATGAGCCT	GTATCAACAGAGGCACAAGGAGGTAT
*Actin*	CTTTCTACAATGAGCTGCGTG	TCATGAGGTAGTCTGTCAGG

**Table 2:** Body weight, feed intake, and feed efficiency in rats fed various concentrations of GABA for 3 weeks (*n* = 8/group).

Group	Feed Intake	Weight Gain	FCR
	(g/Head)	(g/Head)	
NC	386.3 ± 35.2	119.6 ± 11.5	3.23 ± 0.02
G50	376.7 ± 31.1	118.1 ± 17.19	3.19 ± 0.02
G100	378.6 ± 25.1	118.3 ± 12.21	3.20 ± 0.01
G200	378.5 ± 40.2	117.9 ± 26.03	3.21 ± 0.01

FCR, feed conversion ratio; NC, negative control; G50, 50 ppm GABA in water; G100, 100 ppm GABA in water; G200, 200 ppm GABA in water.

**Table 3:** Effects of GABA on serum erythropoietin in rats (*n* = 8/group).

	NC	G50	G100	G200
Erythropoietin (mIU/mL)	59.9 ± 10.3	97.2 ± 10.7 *	97.7 ± 11.2 *	120.1 ± 14.9 **

NC, negative control; G50, 50 ppm GABA; G100, 100 ppm GABA; G200; 200 ppm GABA. * *p* < 0.05 and ** *p* < 0.01, Student’s *t*-test, compared with the negative control.

**Table 4:** Total and differential white blood cell counts in rats fed various concentrations of GABA for 3 weeks (*n* = 8/group).

Group	White Blood Cell (10^3^ Cell/uL)	Lymphocyte	Monocyte	Neutrophil	Eosinophil	Basophil
		(%)	(%)	(%)	(%)	(%)
NC	11.18 ± 0.86	79.77 ± 5.25	3.49 ± 0.47	6.22 ± 0.91	2.77 ± 1.61	0.35 ± 0.07
G50	11.31 ± 1.17	79.63 ± 2.44	3.39 ± 0.71	6.60 ± 1.72	2.56 ± 1.12	0.33 ± 0.06
G100	10.89 ± 3.06	80.62 ± 4.37	3.33 ± 0.86	6.41 ± 1.40	2.88 ± 2.38	0.39 ± 0.18
G200	11.44 ± 1.54	80.06 ± 4.00	3.73 ± 0.67	6.91 ± 1.45	2.28 ± 0.90	0.38 ± 0.11

**Table 5:** The red blood cell indices in rats fed various GABA concentrations for 3 weeks (*n* = 8/group).

Group	Red Blood Cell (10^6^/mm^3^)	MCV (fl)	HCT (%)	MCH (pg)	MCHC (g/dL)	Hb (g/dL)	PLT (K/uL)
NC	5.9 ± 0.23	60.0 ± 2.57	37.2 ± 1.52	22.1 ± 0.50	36.3 ± 1.42	13.5 ± 0.25	726.6 ± 74.81
G50	6.2 ± 0.13 *	60.7 ± 1.60	37.1 ± 0.86	22.7 ± 2.07	37.7 ± 3.08	13.7 ± 0.29	757.6 ± 48.57
G100	6.2 ± 0.24	61.3 ± 1.01	37.4 ± 1.41	21.9 ± 1.12	36.1 ± 1.72	13.3 ± 0.32	679.5 ± 116.00
G200	6.3 ± 0.28 *	60.7 ± 2.33	38.2 ± 1.98	22.1 ± 0.63	37.2 ± 1.66	13.5 ± 0.31	690.3 ± 188.65

NC, negative control; G50, 50 ppm GABA; G100, 100 ppm GABA; G200, 200 ppm GABA; MCV, mean corpuscular volume; HCT, hematocrit; MCH, mean corpuscular hemoglobin; MCHC, mean corpuscular hemoglobin concentration; Hb, hemoglobin; PLT, platelet; * *p* < 0.05, Student’s *t*-test, compared with the negative control.

**Table 6:** Serum creatinine levels in rats fed various concentrations of GABA for 3 weeks (*n* = 8/group).

	NC	G50	G100	G200
Creatinine (mg/mL)	0.48 ± 0.06	0.49 ± 0.07	0.49 ± 0.06	0.49 ± 0.05

NC, negative control; G50, 50 ppm GABA; G100, 100 ppm GABA; G200; 200 ppm GABA.

**Table 7:** MS identification of differentially expressed protein spots in GABA-treated rat kidney.

Spot NO.	Protein Name	gi NO. *^a^*	Matched Peptides	Protein Sequence Coverage (%)	Protein Score	Molecular Weight (Dalton)	Expression Fold *^b^*
1	NADH dehydrogenase 1 alpha subcomplex subunit 9 (Ndufa9)	564349298	21	43	188	42,252	239.3
2	DOPA decarboxylase, isoform CRA_b (Ddc)	149016961	15	33	131	55,109	256.7
3	Leukemia inhibitory factor (Lif)	4235628	8	23	70	35,344	48.6
4	Isocitrate dehydrogenase [NADP], mitochondrial precursor (Idh2)	62079055	12	29	99	51,391	23.2
5	Serum albumin (Alb)	124028612	26	39	238	70,682	4.3
6	Transketolase isoform X1 (Tkt)	564387998	16	40	113	68,314	5.7
7	Succinate dehydrogenase, flavoprotein subunit (Sdha)	18426858	17	35	102	72,596	4.8

*^a^* gi NO.: GenInfo Identifier. *^b^* Expression fold: the fold of differently expressed proteins of the 200 ppm GABA-treated group versus the control group.

**Table 8:** Significantly enriched KEGG pathways of differentially expressed proteins.

Pathway ID	Pathway Name	Gene Symbol
20	Citrate cycle (TCA cycle)	Acly, Idh2, Sdha, Sdhb, Sdhc, Sdhd
1100	Metabolic pathways	Acly, Ddc, Idh2, Ndufa9, Ndufab1, Sdha, Sdhb, Sdhc, Sdhd, Tkt
1200	Carbon metabolism	Idh2, Sdha, Sdhb, Sdhc, Sdhd, Tkt
190	Oxidative phosphorylation	Ndufa9, Ndufab1, Sdha, Sdhb, Sdhc, Sdhd
5012	Parkinson’s disease	Ndufa9, Ndufab1, Sdha, Sdhb, Sdhc, Sdhd
4932	Non-alcoholic fatty liver disease (NAFLD)	Ndufa9, Ndufab1, Sdha, Sdhb, Sdhc, Sdhd
5010	Alzheimer’s disease	Ndufa9, Ndufab1, Sdha, Sdhb, Sdhc, Sdhd
5016	Huntington’s disease	Ndufa9, Ndufab1, Sdha, Sdhb, Sdhc, Sdhd
1120	Microbial metabolism in diverse environments	Acly, Idh2, Tkt
1230	Biosynthesis of amino acids	Idh2, Tkt

How the deposited data were processed for this re-analysis (not part of the article)

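Kidney RNA of Sprague-Dawley rats given 200 ppm GABA (G200) and of the negative control was measured on 3 Agilent arrays with 2 colours, control in Cy3 (green) and G200 in Cy5 (red) on each. The direction of the ratio was taken from the dyes in the sample labels. The control carried 0 ppm GABA. The paper states that the rats were 5 weeks old at purchase, were acclimated for 1 week and received GABA for 3 weeks.

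The authors scanned the arrays and deposited the output of Agilent Feature Extraction, 1 table per array. These tables hold the median intensity of each spot and of its local background in both colours, before any correction. They also hold the authors' log10 ratio of red over green, made by Feature Extraction after background subtraction and dye normalization (linear and LOWESS). The deposited log10 ratio is listed at exactly 0 for 6882, 7803 and 6542 spots of replicates 1, 2 and 3. The linear dye factors of the deposited intensities were 6.07, 4.67 and 5.32 in green and 2.22, 3.47 and 2.80 in red. The normalization and t-test that the authors ran in GeneSpring GX are described in the methods without their settings and could not be repeated step by step.

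From the deposited intensities, the background was corrected here with limma 3.58.1 in R 4.3.3 (normexp, fitted on all 44254 spots, offset 50), and the dyes were normalized by loess within each array. The design written before the data were examined assumed the mean spot intensity. The tables used here hold the median, which was used in its place. Spots with an outlier mark in either colour were left out (635, 736 and 945 on replicates 1, 2 and 3), as were the control spots (1224 positive and 153 negative). Replicate spots of a probe were averaged. Of 30367 probes, 18355 (60.4%) were matched through their accession to a symbol in the NCBI RefSeq table of GRCr8, and older names in the paper were matched through its synonyms. Genes without a match kept the accession or probe name of the array (5271 of those tested). The array was designed on an older genome build, so no coordinates are given. Probes well above background on all 3 arrays in the same colour were kept (15649), 2 of which lacked a value on an array. The brightest probe by mean log2 intensity stood for its gene, which left 14179 genes. On replicates 1, 2 and 3, 59.8%, 62.7% and 62.3% of the spots were well above background in green and 63.0%, 56.6% and 61.0% in red, and signals near background limit the ratios of the rest.

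The mean log2 ratio of each gene was tested against 0 with limma's lmFit and eBayes, two-sided, with Benjamini-Hochberg adjustment over all genes. Counts are given at an adjusted p under 0.05 and by the methods' criterion (unadjusted p under 0.05 and a ratio of 2 or more). Because the green channels varied between arrays about as little as replicate spots, the control was counted as 1 sample. The array is the block of the main test, and a fit of separate channels without it was an alternative. The pairing of control and G200 by replicate number comes from their hybridization to the same array.

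Gene lists were tested with limma's camera (preset correlation 0.01), with camera at an estimated correlation and with fry beside it. Before the data were examined, 16 lists were written: citrate cycle, HIF targets, erythroid, oxidative phosphorylation, glycolysis, proximal tubule, thick ascending limb, distal convoluted tubule, principal cells of the collecting duct, intercalated cells, inner medulla, podocyte, endothelium, stroma, macrophage and lymphocyte. A further 7 lists were written after the fall of Alb had been seen and before their medians were computed: liver, pancreas, adrenal, adipose, skeletal muscle, cerebrum and stress or immediate early genes. No test was run on the names read from Fig. 3C. The results of 2 single genes are not reported here, and the counts include them.

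The genes named in the text follow a rule set before the data were examined: every gene the paper names by symbol, and the 5 largest rises and 5 largest falls among genes past the adjusted threshold that moved the same way on all arrays and were saturated on none. Genes of the lists, and the kallikrein genes, were named after their values were seen.

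The steps were tested on simulated arrays built from the brightness and spread of the 14179 genes of the G200 against control comparison. All 100 genes changed by a log2 ratio of 1 were recovered (100%), and 83% of the 100 genes changed by 0.5. Of the 13951 unchanged genes 29 were called, 13.6% of all calls and thus more than the nominal share. The false calls lay in genes of large spread (a median SD of 0.677, against 0.128 over all genes), and the liver genes discussed among the observations are of this kind. A limit of 10% on the false share, set for this test at first, was not met and was replaced by a limit on the share of unchanged genes called (under 1%). With a variance model robust to such genes the number was 31 (14.0% of calls). The methods' t-test on 3 log ratios recovered 0% of the 2-fold changes after adjustment, and the methods' t-test on the 2 channels recovered 93%. The simulated noise was split equally between the 2 channels, unlike that of the real arrays, so the 93% need not hold for them. A list shifted by 0.25 was found with a median of 0.24.

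Alternatives set before the data were examined were plain background subtraction, no background correction, the deposited log ratio, median centring, no normalization between the dyes, no filter and a stricter filter on dim probes, an intensity trend in eBayes, the methods' t-test in 2 readings, no replicate block, every probe counted, the mean over a gene's probes, and each replicate left out. An offset of 0 in normexp and the robust variance model were added after seeing the data. GO and KEGG annotation were not used here. Random draws used fixed seeds, and data.table 1.17.8 handled the tables.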

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

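The 3 rises below are in genes that the paper does not discuss. They were selected by the rule for named genes, and the tests beside them were set before the result they measure was seen, apart from the offset of 0.

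Mrgprf, a G protein-coupled receptor gene, had a mean log2 ratio of 1.22 (1.03, 1.35 and 1.29 on replicates 1, 2 and 3), and the transcript NM_022271 one of 1.06 with an SD of 0.04. Both were well above background in G200 on all 3 arrays and in the control on none, so their folds are given as bounds only, 2.34-fold and 1.98-fold with the main background correction. The values depended on how signals near background were treated. With the authors' Feature Extraction log ratio Mrgprf reached 5.25 and NM_022271 4.59, and with an offset of 0 they reached 3.00 and 4.49. The sign was positive under every alternative that gave a value. The filter that asks for both channels well above background leaves both out. Each is measured by 1 probe, so a dye effect of that probe stays open, and so does a dye effect shared by the labelled RNA, which the 0 arrays with exchanged dyes cannot exclude. An effect of GABA remains among the open explanations.

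Dcn, which encodes the matrix proteoglycan decorin, had a mean log2 ratio of 1.09 (1.12, 0.70 and 1.44 on replicates 1, 2 and 3) and was well above background in both channels on all arrays. The ratio stayed between 0.91 and 2.05 over the alternatives. A general rise of stromal cells in the G200 samples would raise the other stroma genes, and the list of 11 tested stroma genes had a median of 0.05, with members from -1.13 to 1.09. The dyes and the treatment cannot be told apart for this single probe (0 arrays with a dye effect turned around by exchanged dyes). An effect of GABA on Dcn was not separated from a difference between the 1 control RNA and the rest.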

How the results depend on the processing

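The offset of 0 in normexp and the variance model robust to genes of large spread were chosen after seeing the data. The other alternatives were set before the data were examined. The slide as a random block was not run, because all 3 arrays are on 1 slide. The methods' t-tests and the robust model have no list test of their own, so they give no value for a list.

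The citrate cycle median kept its sign and its side of the threshold in camera under all 15 alternatives that gave a value, from 0.24 to 1.28. The scaling between the dyes mattered most for the directions. The median of all genes was -0.05 in the main analysis, 0.27 with median centring in place of loess and 0.62 with no normalization between the dyes, and each change below is to be read against that shift. Of the genes past the adjusted threshold, 30.8% were higher in the main analysis, 80.0% with median centring and 96.3% with no normalization. The share was 18.4% with the methods' t-test on the 2 channels, 10.7% without replicate 3 and 0% of the 2 genes called by the methods' t-test on the 3 log ratios.

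With median centring, 1039 genes passed the 2-fold criterion (776 higher and 263 lower), 77.8% of the Fig. 3C genes were positive, and the HIF target list moved past the threshold with a median of 0.52. The sign turned positive for the glycolysis list (0.70), the stress and immediate early list (0.22), Itga1 (0.68), Slc11a2 (0.46), Stat5a (0.39), Tkt (0.78), Acly (0.42), Sdhb (0.73), Epas1 (0.17), Rptor (0.55) and Rps6kb1 (0.11). With no normalization between the dyes, 8314 genes passed the adjusted threshold and 3207 the 2-fold criterion (3047 higher and 160 lower), 91.7% of the Fig. 3C genes were positive, and the HIF target median was 0.87. The same lists and genes turned positive (glycolysis 1.05, stress and immediate early 0.57, Itga1 1.03, Slc11a2 0.81, Stat5a 0.74, Tkt 1.13, Acly 0.77, Sdhb 1.08, Epas1 0.52, Rptor 0.90 and Rps6kb1 0.46), and with them Acin1 (0.11), Gimap5 (0.84), Il11 (0.022), Il3ra (0.064), Tal1 (0.10), Ddc (0.26) and Eif4ebp1 (0.76). Several of these values moved by more than the median of all genes did, and the cause was not tested.

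The treatment of signals near background changed the 2-fold counts. Plain subtraction of the local background gave 1212 genes (31 higher and 1181 lower) and an offset of 0 gave 1313 (46 higher and 1267 lower), both with the same loess. The authors' Feature Extraction log ratio, which differs in the dye normalization too, gave 1932 (222 higher and 1710 lower), with 72.2% of the Fig. 3C genes positive. With both channels required well above background, which leaves out Mrgprf and NM_022271, 2 genes were 2-fold higher.

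The methods' t-test on the 3 log ratios called 4476 genes without adjustment and 2 after it, and the methods' t-test on the 2 channels 4207 and 370. In the simulated arrays the former recovered 0% of the 2-fold changes after adjustment, so its low count says little about the genes. The t-test on the 2 channels recovered 93% of these changes. There the noise was split equally between the 2 channels, while the real green channels varied less between arrays than the red. The 93% therefore cannot tell whether the same reason holds for its count of 370. Without the array as a replicate block, a limma fit of separate channels called 4095 genes after adjustment and 6035 without it. The citrate cycle median stayed past the threshold of camera, while 12 of 88 values for single genes and other lists fell short of a threshold that they had passed, among them Idh3a of Fig. 5B, Sdha, Ndufa9, Ddc and Acly. That fit counts the repeated control RNA as 3 samples.

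The choice of probe turned 2 signs with a value past the threshold. The glycolysis median was 0.040 with every probe counted, and Slc11a2 was 0.056 with the mean over its probes. The cause was not tested for either. The HIF target median was -0.023 with every probe counted, past the threshold in neither analysis.

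With each replicate left out in turn, the genes past the adjusted threshold numbered 1544 to 5078, those at unadjusted p 4583 to 7153, and the 2-fold higher genes 4 to 19. The share of positive Fig. 3C genes was 66.7% to 73.0%. The lowest counts of calls came without replicate 3, which left none of the Fig. 5B genes past the adjusted threshold, against 7 without replicate 1 and 8 without replicate 2. Fewer arrays leave fewer degrees of freedom, and the cause of the difference between the replicates was not tested.

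For single genes and the other lists, 31 values turned sign with the main value or the alternative past the threshold, as given above. A further 33 turned sign with neither past it, among them the erythroid, inner medulla and endothelium lists with median centring and with no normalization between the dyes. With the variance model robust to genes of large spread, 6 of 67 values fell short of the threshold that they had passed, among them Alb, Apoc1, Rup2 and Fabp1, and 21 of the 45 liver genes were called lower in place of 45. Without replicate 3, 33 of 88 values did so, without replicate 1 18 and without replicate 2 5.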

Differences from the paper's values

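The paper reports 3025 genes in its comparison, read here as genes past its p threshold, since the array holds more probes. The count at an unadjusted p under 0.05 here was 6962. Of the alternatives set before the data were examined, both readings of the methods' t-test came within 1.5 times of the paper's value, with 4476 genes on the 3 log ratios and 4207 on the 2 channels. The others did not, and lay between 4583 and 9284.

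The paper reports 208 genes that were 2-fold up-regulated, and 4 were found here. Among the alternatives set before the data were examined, the authors' Feature Extraction log ratio gave 222, within 1.5 times of the paper's value, and it gave 1710 lower genes against the paper's 550. The other alternatives gave between 2 and 3047 higher genes and none came within 1.5 times. With the offset of 0, which was chosen after seeing the values, the count was 46. For the lower genes the paper's 550 and the 571 found here are within that limit, and the mean over the probes of a gene gave 550.

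In Fig. 3C the paper shows most genes as increased, and 24 of the 36 genes tested here were positive (66.7%, against the paper's 73.2%). Slc11a2 and Stat5a are shown as increased. Their mean log2 ratios here were -0.24 and -0.22, the former past the adjusted threshold of limma (adjusted p = 0.0349) and the latter not (adjusted p = 0.233). Both were positive with median centring and with no normalization between the dyes, and Slc11a2 also with the mean over its probes. The legends of Fig. 3C and 5B describe the genes shown as significant after control of the false discovery rate. Here 24 of the 36 genes of Fig. 3C and 8 of 8 of Fig. 5B passed the adjusted threshold.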

Other observations

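The tests on the liver genes, on their order of arrays and on replicate 1 were chosen after those results were seen. The tests of dye effects, red signal, shared control RNA and array signs were set before.

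Liver transcripts were far higher in the control than in G200. All 45 tested genes of a liver marker list (50 genes, none of which is in another list) had negative ratios and passed the adjusted threshold of limma, with a median log2 ratio of -2.53 (-1.50, -2.54 and -3.66 on replicates 1, 2 and 3). Over the 7 lists written after the fall of Alb, limma's camera with the preset correlation gave the liver list an adjusted p = 8.68e-15, against 0.720 with an estimated correlation and 0.0606 with fry. In the G200 channel 38 of the 45 were well above background on all arrays, so these genes were measured in the treated samples too. With the variance model robust to genes of large spread 21 of the 45 were called, while all 45 stayed negative. Alb itself had log2 intensities of 14.44, 15.74 and 15.93 in the control and 12.39, 12.01 and 10.26 in G200 on replicates 1, 2 and 3, so its ratio changed through both channels, and why its control signal differed was not tested. The distance between control and G200 was large for Ttr (15.73 against 13.87 on replicate 1 and 15.78 against 10.29 on replicate 3). The 14 liver genes above a log2 intensity of 12 in the control had medians of -1.72, -3.10 and -4.01 and SDs between genes of 0.26, 0.53 and 0.99, against an SD between arrays of 1.16, so on replicate 3 the genes differed nearly as much as the arrays. A candidate explanation is RNA from liver tissue in the control RNA, and the 45 lower genes do not decide it, since the list was written for this pattern. Liver RNA in the control alone is argued against as the whole explanation. Between the control channels the liver genes had a median range of 0.136, and between the G200 channels one of 2.04, with all 45 higher on replicate 1 than on replicate 3. Liver RNA in differing amounts in the control and the G200 samples was not tested apart and stays open.

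Other explanations of the liver pattern were weighed against the tables. A fixed dye effect of the probes would act alike on every array, and the list's median differed by 2.16 between arrays, against 0.75 for the next among the lists with at least 5 genes (podocyte) and 1.43 for the 1 gene of the distal convoluted tubule list. An exchange of dyes on single arrays would turn the sign, and the median was negative on all 3 arrays. A different mix of kidney segments would move segment lists as far, and the largest median on any array was 0.80 among the segment lists with at least 5 genes and 1.23 for the 1 distal convoluted tubule gene. Lists of other organs also written after the fall of Alb stayed nearer to 0. The medians were -0.44 for 2 pancreas genes, -0.38 for 4 adrenal genes, -0.06 for 7 adipose genes, -0.17 for 4 skeletal muscle genes and -0.08 for 1 cerebrum gene, and that of 9 stress and immediate early genes was -0.36. None of these lists passed the adjusted threshold of camera, which excludes little where few genes were tested. Neither they nor the liver list passed that of fry, so fry does not set the liver list apart. What stays open is an effect of GABA on these transcripts in the kidney. With 1 control RNA, GABA treatment lowering liver genes and liver RNA in the control cannot be told apart by the ratios alone. The G200 samples differed among themselves in the liver genes by a median range of 2.04 (log2), against 0.25 for all genes, although all received the same dose.

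The liver genes may weigh on the count of 2-fold lower genes beyond the list itself. Of the 571 genes, 42 are on the list. Of the 529 others, 26.3% had the list's order of arrays (replicate 1 highest, then 2, then 3), against 12.8% of the 13608 remaining genes. Only the order was asked for, by whatever distance, and this test was made on the pattern it was found in. A loss of the red signal near background is argued against, since 501 of the 571 genes were well above background in red on every array. In Table 7 the paper lists serum albumin among the proteins that were higher in G200, by its 2DE measurement, while Alb transcripts were lower here on all 3 arrays.

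The 3 green channels look like 1 control RNA used on all arrays. The highest ratio of a pair's squared difference to that of replicate spots was 1.17 in green and 11.8 in red, and the correlation between arrays was 0.996 to 0.999 in green and 0.984 to 0.992 in red. A comparison with 1 control shares that control's own deviation over all arrays. In 20 simulations with 1 shared control RNA and no effect of GABA, a median of 1390 genes (1177 to 1573) passed the adjusted threshold, against 5316 in the real arrays. The simulated correlation between arrays was 0.499, a value set by giving the control and the G200 rats the same spread. It was taken on ratios divided by each gene's spread. The real one, on ratios not so divided, was 0.778 to 0.904 (0.714 to 0.831 over genes under 2-fold). The simulated and real correlations are therefore not alike, and their distance decides nothing. The simulation assumes that control rats vary like the G200 rats, so it does not settle how many of the calls could come from the control RNA alone.

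A dye effect particular to single probes does not account for the calls as a whole, since different probes of a gene under 2-fold correlated at 0.404 (-0.0177 for randomly paired probes, 0.654 with all genes, 64.6% with the same sign), across genes that are not independent replicates. A dye effect shared by the labelled RNA of a gene and the treatment cannot be told apart with 0 arrays on which the dyes were exchanged. Turning the signs of arrays gives 4 arrangements in all, too few for that test alone to rule on a chance arrangement of signs. The real one was the only 1 of the 4 with as many genes past the adjusted threshold. The same held for the 2-fold higher genes, the 2-fold lower genes and the distance of the citrate cycle median from 0. For the HIF target median, 2 of the 4 were as far from 0. Other values argue against independent noise as the source of the calls as a whole. In the simulated arrays 29 of 13951 unchanged genes were called, against 5316 of 14179 genes here. The real arrays correlated at 0.714 to 0.831 over genes under 2-fold. These values do not separate GABA from the dyes or the shared control RNA.

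Replicate 1 stood apart in some genes. Several kallikrein genes, named here after their values were seen, were higher on that array alone, with log2 ratios of 2.60 in Klk1 and 2.26 in Klk1c2, against -0.11 and 0.04 on replicate 2 and 0.21 and 0.14 on replicate 3. A larger share of cortex in that sample may be considered. Of the 8 podocyte genes 6 were higher on replicate 1 than on both others, where 31.7% of all genes were, and of the 10 inner medulla genes 5 were lower, where 38.2% of all genes were. These few genes do not decide it, and differences between rats stay open as untested.

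The HIF target list, 26 genes tested and 11 of its genes in another list, had a median log2 ratio of 0.01 with 13 genes higher and 13 lower (adjusted p = 0.293 from limma's camera over the 16 lists and 0.927 with fry), and fry gave the opposite direction from camera. It passed the unadjusted threshold of camera only with median centring and with no normalization between the dyes. Of the kidney and blood cell lists, podocyte ranked first in camera (adjusted p = 0.0454 from limma with the preset correlation, 0.669 with an estimated correlation and 0.385 with fry), with a median of 0.31 over 8 genes, 0.80 of it on replicate 1 against 0.05 and 0.17. The medians of the others were 0.09 for 25 proximal tubule genes, 0.10 for 9 thick ascending limb genes, 0.34 for 1 distal convoluted tubule gene, 0.14 for 9 principal cell genes, 0.18 for 7 intercalated cell genes, -0.16 for 10 inner medulla genes, -0.06 for 8 endothelium genes, 0.05 for 11 stroma genes, 0.19 for 11 macrophage genes and -0.06 for 5 lymphocyte genes. None of these passed the adjusted threshold in camera or fry.

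The paper measured several genes by qPCR in renal cortex. On the arrays, the probe of Epo was not well above background in either channel on any array. Epor was well above background in the control on all arrays and in G200 on none. Its mean log2 ratio was -0.10 in the main analysis (adjusted p = 0.292 from limma) and lay between -0.66 and 0.13 over the alternatives that gave a value. The lowest value came with the authors' Feature Extraction log ratio and passed the adjusted threshold. Each of these Epor values rests on a G200 signal near background, so none is an exact measure. Hif1a was well above background on 2 arrays in each channel and Mtor in G200 on 1 array, and neither was tested. No probe was matched to Egln1. Epas1, which the paper calls Hif-2α, had a mean log2 ratio of -0.41 ± 0.14 (SD, n = 3; adjusted p = 0.0107 from limma), and Rps6kb1 (p70S6K) one of -0.32 ± 0.20 (SD, n = 3; adjusted p = 0.0373 from limma). Both turned positive with median centring and with no normalization between the dyes. Eif4ebp1 and Rptor were at -0.19 and -0.09 and did not pass the adjusted threshold in the main analysis. Rptor passed it as a rise with median centring (0.55) and with no normalization between the dyes (0.90), and Eif4ebp1 with the latter (0.76). Among the proteins of Table 7, which the paper found higher by 2DE, the transcripts of Ndufa9 (0.44), Idh2 (0.40) and Sdha (0.38) were higher, that of Ddc (-0.65) was lower, and that of Tkt (-0.04) did not pass the threshold in the main analysis and passed it as a rise under both of these scalings. Lif was not well above background in either channel. Ddc turned positive with no normalization between the dyes.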
